# Long Noncoding RNA *lnc-TSSK2-8* Activates Canonical Wnt/β-Catenin Signaling Through Small Heat Shock Proteins HSPA6 and CRYAB

**DOI:** 10.3389/fcell.2021.660576

**Published:** 2021-05-10

**Authors:** Jingjing Fa, Xiaoqing Zhang, Xiaoping Zhang, Ming Qi, Xingyu Zhang, Qihua Fu, Zhuoming Xu, Yunqian Gao, Bo Wang

**Keywords:** congenital heart disease, long noncoding RNA, 22q11.2 deletion, *lnc-TSSK2-8*, Wnt/β-catenin signaling

## Abstract

Congenital heart defects (CHDs) are the most common birth defects worldwide. 22q11.2 deletion syndrome is the most common microdeletion disorder that has been frequently associated with conotruncal malformations. By now, the dosage-sensitive gene *TBX1* has been adopted as the major pathogenic gene responsible for 22q11.2 deletion, which is regulated by canonical Wnt/β-catenin signaling pathway in heart outflow tract development. Here, we report the long noncoding RNA (lncRNA) *lnc-TSSK2-8*, which is encompassed in the 22q11.2 region, that can activate canonical Wnt/β-catenin signaling by protecting β-catenin from degradation, which could result from decreased ubiquitination. Such effects were mediated by two short heat shock proteins HSPA6 and α-β-crystallin (CRYAB), whose expression was regulated by *lnc-TSSK2-8* through a competing endogenous RNA (ceRNA) mechanism. In clinical practice, the pathogenesis of copy number variation (CNV) was always attributed to haploinsufficiency of protein-coding genes. Here, we report that the 22q11.2 lncRNA *lnc-TSSK2-8* significantly activated canonical Wnt/β-catenin signaling, which has major roles in cardiac outflow tract development and should act upstream of *TBX1*. Our results suggested that lncRNAs should contribute to the etiology of CNV-related CHD.

## Introduction

Congenital heart defects (CHDs) are the most common birth defects worldwide, with an incidence of nearly 10∼12 per 1,000 live infants (1∼1.2%) (Hoffman and Kaplan, 2002; Van Der Linde et al., 2011). As a consequence of improvement in surgical and medical management, more and more patients with severe forms of CHDs can survive until their 30s and beyond. Genetic variation, environmental causes, and their interactions could contribute to the disruption of heart development, thus leading to formation of CHDs (Pierpont et al., 2018; Zu et al., 2020). Genetic variations associated with CHDs have been revealed extensively in recent years. Single gene disorder and gross chromosomal anomalies/aneuploidy can be identified in up to 5 and 10% CHD cases, respectively. Copy number variations (CNVs) are segmental deletions or duplications ranging widely in size of millions of base pairs; pathogenic CNVs could explain about 3∼25% syndromic CHD and 3∼10% isolated CHD cases (Cowan and Ware, 2015).

22q11.2 deletion syndrome (22q11.2DS) is the most common microdeletion disorder with an estimated prevalence ranging from 1 per 3,000 to 1 per 6,000 live births (Tezenas Du Montcel et al., 1996; Devriendt et al., 1998; Goodship et al., 1998; Botto et al., 2003; Oskarsdottir et al., 2004). It is well documented that 22q11.2DS involves 0.7∼3 million base pairs, resulting in multiorgan dysfunction including CHDs, palatal abnormalities, immunodeficiency, developmental delays, cognitive deficits, and neuropsychiatric illnesses. 22q11.2 deletion is the second most common cause of CHDs; conotruncal malformations [malformations of the outflow tract (OFT) such as the tetralogy of Fallot (TOF), truncus arteriosus, interrupted aortic arch type B, and ventricular septal defect (VSD)] account for ∼70% of the heart defects associated this CNV (Agergaard et al., 2012). On the other hand, CHD is also the main cause of mortality (∼87%) in 22q11.2DS patients (McDonald-McGinn et al., 2001; Repetto et al., 2014).

Since the function of proteins had been well annotated, most clinical pathogenic CNVs were interpreted based on their effect on gene dosage of protein-coding genes. There are 46 protein-coding genes located in the typical 3M region of 22q11.2 locus, among which most studies of interest relate to *TBX1*, which encodes a T-box transcription factor. *TBX1* was found to be a crucial gene in the LCR22A–LCR22B region; heterozygous loss of function mutations of *Tbx1* in the mouse resulted in penetrant defects that are reminiscent of CHD in 22q11.2 (Lindsay et al., 2001; Chapnik et al., 2012). Another gene of interest is *DGCR8*, which encodes a double-stranded RNA-binding protein that is involved in microRNA (miRNA) biogenesis. Heterozygosity of *Dgcr8* results in neuronal deficits (Stark et al., 2008), whereas ablation of both alleles in neural crest cells causes heart defects (Chapnik et al., 2012). Additionally, evidence of other individual protein-coding genes in 22q11.2 region responsible for major cardiac phenotypes of 22q11.2DS has also accumulated. For example, haploinsufficiency of *CRKL* could account for the cardiac anomalies in individuals with nested distal deletions (Zheng et al., 2015).

Long noncoding RNAs (lncRNAs), which contain >200 nucleotides, have been revealed to participate in the regulation of cellular and tissue function and play a great part in heart development (Devaux et al., 2015). LncRNAs can repress or activate gene expression epigenetically with diverse mechanisms: e.g., most lncRNA molecules localize in the nucleus and regulate gene expression epigenetically; a proportion (∼15%) of lncRNA are located in the cytoplasm where they function posttranscriptionally (Devaux et al., 2015). Several lncRNAs have been identified as key regulatory molecules involved in cardiac development, such as *Braveheart* (Klattenhoff et al., 2013), *Fendrr* (Grote and Herrmann, 2013), *Upperhand* (Anderson et al., 2016), and *BANCR* (Wilson et al., 2020). Several examples of CHD-associated lncRNAs have also been reported. Gu et al. (2016) indicated that circulating plasma lncRNAs might serve as novel biomarkers for CHD. Jiang et al. (2018) discovered that *HOTAIR* is upregulated in cardiac tissues and plasma of patients with CHD; thus, it could serve as a potential diagnostic biomarker for CHD. Wang et al. (2018) suggested the relationship between *HA117* and TOF, although the molecular basis of *HA117* remains unclear. Jiang et al. (2019) reported upregulated *SNHG6* expression in fetal heart tissues of patients with VSDs. Ma et al. (2020) reported that *TBX5-AS1* should be involved in TOF by affecting cell proliferation by regulating TBX5. This evidence signifies the importance of lncRNA in CHD. Haploinsufficiency of *TBX1* is regarded as the major candidate for cardiac OFT malformation. Recently, canonical Wnt/β-catenin has been revealed to play major roles in cardiac OFT development upstream of *TBX1* (Racedo et al., 2017). It is unknown whether lncRNAs participate in this process. The canonical Wnt/β-catenin signaling pathway has been revealed to play developmental stage-specific roles in early heart development. The Wnt family proteins serve as secreted signaling molecules that initiate a series of intracellular pathways. In the canonical Wnt/β-catenin signaling pathway, Wnt signaling starts with the generation of Wnt ligands into the extracellular space. The Wnt molecules then bind to the Frizzled receptor (Frz) and its coreceptor LRP5/6 to form trimeric complexes. The formation of such complexes inhibits the glycogen synthase kinase 3β (GSK-3β) destruction complex, which functions in stabilizing the cytosolic β-catenin (Blankesteijn et al., 2008). Cytosolic accumulation of β-catenin leads to its translocation into the nucleus. Subsequently, the Wnt proteins bind to the T-cell factor (TCF)/lymphoid enhancer-binding factor (LEF) transcription factors to activate Wnt-responsive genes. Activation of Wnt/β-catenin signaling during embryoid body (EB) formation promotes embryonic stem cell differentiation into cardiomyocytes. Whereas the activation of Wnt/β-catenin signaling in a later stage (during gastrulation) results in inhibition of cardiomyocyte formation (Naito et al., 2006; Ueno et al., 2007).

In the present study, we discovered that the lncRNA *lnc-TSSK2-8*, which is located in the 22q11.2 region, significantly promotes the stabilization of β-catenin. Therefore, we propose that *lnc-TSSK2-8* should contribute to heart development by regulating Wnt/β-catenin signaling pathway. In contrast to earlier studies that emphasize the crucial roles of protein-coding genes, these data suggest that the relationship between disease and noncoding transcripts should be further explored.

## Materials and Methods

### Rapid Amplification of Complementary DNA Ends

Here, 5′ and 3′ rapid amplification of complementary DNA (cDNA) ends (RACE) was performed on RNA isolated from HEK293 cells using a SMARTer RACE 5′/3′ Kit (TAKARA, Dalian, China), following the manufacturer’s instructions. The PCR products were separated on a 1% agarose gel and validated by Sanger sequencing. The following gene-specific primers were used for PCR:

GACTGAAGGAGTAGAAA (5′ RACE primer)
GTCCAGGTGTCCCTGCCTCCCATTG (3′ RACE primer 1)
GGGGGAAGCCCACAATGAGCAG (3′ RACE primer 2)

### Isolation of Nuclear and Cytoplasmic RNA

Nuclear RNA and cytoplasmic RNA of HEK293 cells were extracted and purified using the PARIS^TM^ Kit (Invitrogen, Thermo Fisher Scientific, Inc., Waltham, MA, United States) according to the manufacturer’s instructions.

### Cell Culture and Long Noncoding RNA Overexpression

The HEK293 cell line was purchased from the Type Culture Collection of the Chinese Academy of Sciences, Shanghai, China. Cells were cultured with Dulbecco’s modified Eagle’s medium (DMEM; Gibco, Thermo Fisher Scientific, Inc., Waltham, MA, United States) containing 10% fetal bovine serum (FBS; Gibco, Thermo Fisher Scientific, Inc., Waltham, MA, United States) and 0.1% penicillin/streptomycin (NCM Biotech, Suzhou, Jiangsu, China) at 37°C with 5% CO_2_.

The cDNA sequence of *lnc-TSSK2-8* was inserted into pcDNA3.1 (pcDNA3.1-lncTSSK2.8) for overexpression. 

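The cDNA sequence of lnc-TSSK2-8 was read from Figure 1A and aligned to chromosome 22 of GRCh38. It had 1020 bases before its A tail, while the paper gives a length of 1128 with the tail, and the difference was not explained. The sequence read matched the plus strand from 19179213 to 19180233, with 1019 identical bases over 1021 aligned positions, 1 mismatch and 1 gap. Errors in reading the printed sequence were not separated from differences to the reference. The GENCODE annotation has no gene on the plus strand over this stretch. On the minus strand, the last exons of CLTCL1 (19179473 to 19291719) lie opposite the sequence. It covers 497 bases of exon 33 and 35 bases of exon 32 of CLTCL1, and 761 bases of the gene including the intron between them. SLC25A1, also on the minus strand, lies from 19175581 to 19178739 and does not overlap the sequence, which its 5′ end faces. In the genome, 14 of the 20 bases that follow the match are A, and the last 50 bases of the sequence hold no AATAAA or ATTAAA. No count of lnc-TSSK2-8 itself was used here, so the level of the overexpressed transcript was not measured in the RNA-seq libraries. CLTCL1 was counted in all 6 libraries, and its count is uncertain because the paper's text does not say whether the counting used the strand. Its CPM, counts scaled to the library size, were 59.7 ± 3.71 (SD, n = 3) with the overexpression and 54.1 ± 2.33 (SD, n = 3) in the control, a log2 fold change of 0.14 (adjusted p = 0.762 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

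**Figure D1:**
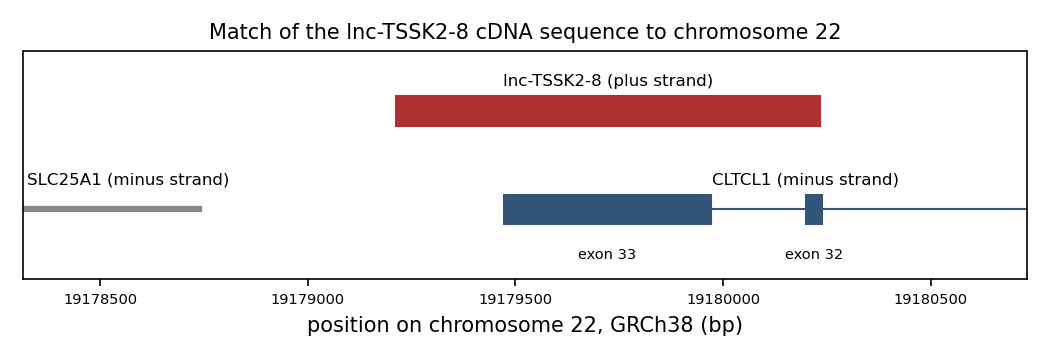
Position of the lnc-TSSK2-8 cDNA sequence (top bar) and of the genes annotated on the opposite strand, with the position on chromosome 22 of GRCh38 in base pairs on the x axis. Blue boxes are exons 33 and 32 of CLTCL1 and the thin line its intron. The gray bar is the part of SLC25A1 next to its 5′ end at 19178739.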

HEK293 cells were transfected with pcDNA3.1-lncTSSK2.8 by using Lipofectamine 3000 (Invitrogen, Thermo Fisher Scientific, Inc., Waltham, MA, United States) according to the manufacturer’s instruction.

### RNA Sequencing Analysis

Cell samples were lysed in TRIzol (Ambion, Austin, TX, United States). Total RNA was extracted using the RNeasy kit (Qiagen, Hilden, Germany) according to the manufacturer’s instructions.

A total amount of 2 μg RNA per sample was used as input material for the RNA preparations. Firstly, ribosomal RNA was removed using Epicenter Ribo-zero^TM^ Kit (Illumina Inc., San Diego, CA, United States), and rRNA-free residue was cleaned up by ethanol precipitation. By using the fragmentation buffer, the mRNA and noncoding RNAs were fragmented into short fragments (about 200∼700 bp), then the first-strand cDNA was synthesized by random hexamer-primer using the fragments as templates. Buffer, dNTPs, RNase H, and DNA polymerase I were added to synthesize the second strand cDNA. Subsequently, A-Tailing Mix (QIAGEN, Hilden, Germany) and RNA Index Adapters were added to perform end-repair, and the resulting cDNA was amplified by PCR. The double-strand cDNA was purified with QiaQuick PCR extraction kit and then used for end-polishing. Sequencing adapters were ligated to the fragments, then the second strand was degraded using Uracil-N-Glyosylase (UNG) finally. The quantity and quality of cDNA libraries were evaluated using Agilent 2100 Bioanalyzer (ABI, New York, NY, United States). The double-stranded PCR products were heat denatured and circularized by the splint oligo sequence to obtain the final library. The single-stranded circular DNA was amplified using phi29 (Thermo Fisher Scientific, Waltham, MA, United States) to generate a DNA nanoball. The library preparations were sequenced on BGISEQ-500 platform, and 150-bp paired-end reads were generated.

Raw sequencing reads with low quality (e.g., proportion of bases with sQ ≤ 5 greater than 50%; proportion of N greater >10%; 5′adaptor contamination) were removed using customized scripts. The remaining clean data were aligned to the human reference genome (version GRCh38) using STAR (Dobin et al., 2013) with standard options for long RNA sequencing (RNAseq) pipeline of Encyclopedia of DNA Elements (ENCODE;^1^): –outFilterType BySJout, –outFilterMultimapNmax 20, –alignSJoverhangMin 8, –alignSJDBoverhangMin1, –outFilterMismatchNmax 999, –outFilterMismatchNoverReadLmax 0.04, –alignIntronMin 20, –alignIntronMax 1000000, –alignMatesGapMax 1000000. Gene level expression was estimated using the featureCounts software (Liao et al., 2014). Differential gene expression analysis was performed on the raw counts using the DESeq2 (Love et al., 2014) package. Genes with fold change greater than 2 and *P* value lower than 0.05 were identified as differentially expressed genes (DEGs). Functional enrichment analysis was performed with the clusterProfiler (Yu et al., 2012) package; gene set enrichment analysis was performed for Gene Ontology (GO) items [Biological Process (BP), Molecular Function (MF), Cell Component (CC)] and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway items. We used the genes with fold change greater than 1.2 for functional enrichment analysis, since the DEG number is too small for such analysis. BH adjustments were used for multiple testing of functional enrichment analysis; *p* < 0.05 and *q* < 0.05 were used as thresholds.

### RT-qPCR

Total RNA was extracted with TRIzol reagent (Ambion, Austin, TX, United States) and reverse transcribed into cDNA with PrimeScript RT reagent Kit (Takara, Dalian, China). RT-qPCR was conducted with TB Green Premix Ex Taq II kit (Takara, Dalian, China) on the CFX 9600 Real-Time PCR detection system (Bio-Rad Laboratories, Inc., Hercules, CA, United States). Fold changes of the lncRNA and mRNAs were calculated with small nuclear RNA U6 and *glyceraldehyde 3-phosphate dehydrogenase (GAPDH)* as internal controls, respectively, based on 2^–Δ^ ^Δ^ ^*Ct*^ method. All the Bulge-Loop RT primers for both microRNAs and U6 were purchased from RiboBio (Guangzhou, Guangdong, China).

### Luciferase Reporter Assay

*Lnc-TSSK2-8* wild type/mutation (WT/MUT) and heat shock protein (HSP)A6 UTR WT/MUT were inserted into the BamH I and Hind III sites of the pMIR dual-luciferase vector (Promega, Madison, WI, United States). These plasmids as well as the pMIR vector were transfected with the miR-6721-5p mimics or NC-mimics into HEK293 cells for 48 h, respectively. Finally, luciferase activities were detected using the Dual-Luciferase Reporter Assay System (Promega, Madison, WI, United States) according to the manufacturer’s protocol.

### Western Blotting

The transfected cells were disintegrated using Western blot (WB) IP lysis buffer (Beyotime Biotechnology, Shanghai, China). All protein extracts were separated with 10% sodium dodecyl sulfate–polyacrylamide gel electrophoresis (SDS-PAGE; Beyotime, Nantong, Jiangsu, China), transferred onto polyvinylidene fluoride (PVDF) membranes (Roche Diagnostic Corporation, Indianapolis, IN, United States) and blotted with primary antibodies (HSPA6, Abcam, Cat. No. ab69408; β-Catenin, Cell Signaling Technology, Cat. No. 8480S; p-β-Catenin, Cell Signaling Technology, Cat. No. 5651S; GAPDH, Cell Signaling Technology, Cat. No. 5174S; Tubulin, Cell Signaling Technology, Cat. No. 5335S). Sequentially, membranes were incubated with secondary antibodies (1:10,000; Cell Signaling Technology, Cat. No. 7074). At last, proteins were visualized using ECL detection kits (Millipore Corp., Millipore Billerica, MA, United States).

### BrdU Cell Proliferation Assay

The cell proliferation assay was performed using TransDetect EdU Flow Cytometry Kit-647 Fluorophore (TransGen Biotech, Beijing, China). Cells were cultured with EdU solution for 2 h and fixed by 1× EdU permeabilization buffer. The assay was visualized by the FACScan system (Bio-Rad Laboratories, Inc., Hercules, CA, United States).

### Statistical Analysis

The SPSS 16.0 software was used for statistical analysis. Differences between two groups were analyzed by implementing Student *t*-test, and *P*-value < 0.05 was regarded as statistically significant. All data were expressed as mean ± SD.

## Results

### Full-Length Characterization and Subcellular Localization of *lnc-TSSK2-8*

The full-length sequence of *lnc-TSSK2-8* was successfully obtained from HEK293 cells by rapid amplification of the 5′ and 3′ cDNA assays. We confirmed the sequence by performing PCR and Sanger sequencing. The full-length transcript of *lnc-TSSK2-8* was 1,128 in size with a polyadenylated tail (Figure 1A). To determine the subcellular localization of *lnc-TSSK2-8*, we separated the nuclear and cytoplasm fractions of HEK293 cells and quantified its expression with RT-qPCR. The results suggested that *lnc-TSSK2-8* is located both in the nucleus and cytoplasm, although the cytoplasmic composition was much more abundant (Figure 1B).

**FIGURE 1:**
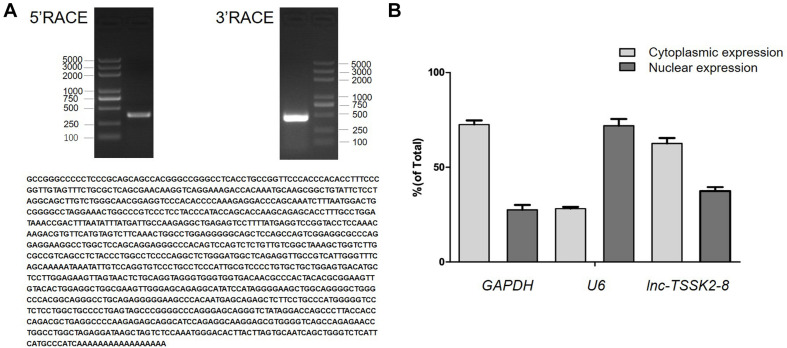
Full-length characterization and subcellular expression analysis of *lnc-TSSK2-8*. **(A)** Electrophoresis analysis of rapid amplification of cDNA ends (RACE) PCR and the obtained full-length cDNA sequence of *lnc-TSSK2-8*. **(B)** Subcellular distribution of *lnc-TSSK2-8*. Glyceraldehyde 3-phosphate dehydrogenase (GAPDH) and U6 were used for references of cytoplasmic expression and nuclear expression, respectively.

### *lnc-TSSK2-8* Activates Canonical Wnt/β-Catenin Signaling

We overexpressed the full-length transcript of *lnc-TSSK2-8* in HEK293 cells (Figure 2A) and examined the expression of the key components of canonical Wnt/β-catenin signaling pathway. Overexpression of *lnc-TSSK2-8* increased cell proliferation by ∼20% (Figure 2B) and activated the transcription of the LEF (*LEF1*) (Figure 2C), whereas the transcriptional level of β-catenin (CTNNB1) did not change (Figure 2D). Further exploration suggested that the protein expression level of β-catenin increased significantly; such an increase should be associated with its decreased phosphorylation (Figures 2E,G). Subsequently, we revealed that the phosphorylation of GSK-3β (Figure 2F) was enhanced and established that ubiquitination of β-catenin could be inhibited by *lnc-TSSK2-8.*

**FIGURE 2:**
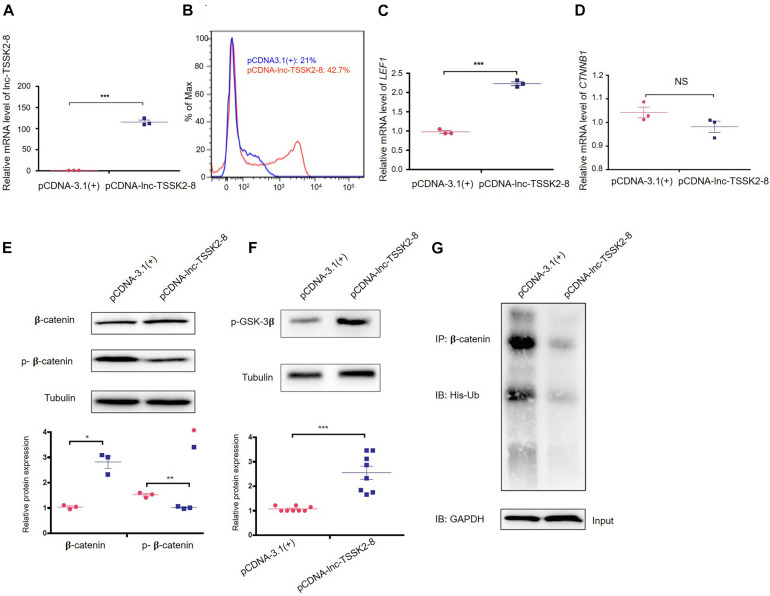
Overexpression of *lnc-TSSK2-8* activates the Wnt/β-catenin signaling pathway. **(A)** RT-qPCR quantification of overexpression *lnc-TSSK2-8* in HEK293 cells. **(B)** Flow cytometry analysis of cell proliferation. The transcriptional level of lymphoid enhancer-binding factor 1 (*LEF1*) **(C)** and β-catenin (*CTNNB1*) **(D)** in HEK293 cells with *lnc-TSSK2-8* overexpression. **(E)** The influence of *lnc-TSSK2-8* overexpression on protein expression and phosphorylation of β-catenin. **(F)** The influence of *lnc-TSSK2-8* overexpression on the activity of glycogen synthase kinase 3β (GSK-3β). **(G)** The influence of *lnc-TSSK2-8* overexpression on ubiquitination of β-catenin. *p < 0.05, **p < 0.001, **p < 0.0001.

### Transcriptomic Analysis of *lnc-TSSK2-8* Overexpression

To explore the molecular basis of Wnt/β-catenin signaling regulation, we performed transcriptomic analysis. 

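RNA-seq was performed on HEK293 cells, an established cell line from human embryonic kidney, that had been transfected with lnc-TSSK2-8 in pcDNA3.1 (overexpression, 3 libraries) or with the empty pcDNA3.1 vector (control, 3 libraries). The input was 2 μg of RNA per library according to the paper and 1 μg according to the sample records. The authors removed rRNA, degraded the second cDNA strand, sequenced 150-bp paired-end reads on the BGISEQ-500 platform, aligned them to GRCh38 with STAR and counted them per gene with featureCounts. The paper's text does not name the gene annotation, the strand setting of the counting or its handling of reads with several positions. Counts of overlapping, antisense and near-identical genes are therefore uncertain. The authors deposited raw counts for 56870 genes, of which 25168 had no count in any library. The total count was 14419914, 14151809 and 14283611 in overexpression libraries 1, 2 and 3. The control libraries held 14993224, 13325488 and 14595595 counts. The control libraries are numbered by the names of the deposited columns, which only tell them apart. Libraries of a group differed by more than the sampling noise, with a chi-square per degree of freedom of 2.26 to 4.79 between overexpression libraries and 2.85 to 5.69 between control libraries over 16723 genes. The 22362 genes with at least 10 counts summed over the libraries were tested with edgeR after TMM normalization, without pairing. The paper used DESeq2 on the raw counts and called DEGs at a fold change over 2 and an unadjusted p-value under 0.05. Both thresholds were kept. For single genes, an exact permutation test of 3 against 3 libraries cannot give a two-sided p below 0.1.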

Our results indicated that overexpression of *lnc-TSSK2-8* resulted in differential expression of 62 genes/lncRNAs, among which *HSPA6* was the most significantly upregulated (*p* = 1.27 × 10^–5^) (Figures 3A,B). 

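At the paper's thresholds, edgeR called 247 genes, 134 higher and 113 lower with the overexpression. DESeq2, the tool of the paper's methods, called 62 genes, 32 higher and 30 lower, and 54 genes were shared by both tools. Of the alternatives, DESeq2 with shrunken fold changes moved this number most, to 0 genes, with 667 genes at an unadjusted p under 0.05. Most calls rested on few counts: 244 of the 247 genes had a mean count under 20, and the median of their mean counts was 4.83, against 96 for all genes tested. After Benjamini-Hochberg adjustment over all genes tested, 15 genes had a p-value under 0.05, all higher with the overexpression, and only 1 of them, HSPA6, also changed more than 2-fold. HSPA6 encodes a heat shock protein of the HSP70 family and lies on chromosome 1 of GRCh38 from 161524540 to 161526894. It had 38, 66 and 25 counts in overexpression libraries 1, 2 and 3, and 9, 16 and 6 counts in control libraries 1, 2 and 3. This was 3.03 ± 1.52 CPM (SD, n = 3) against 0.741 ± 0.429 (SD, n = 3). The log2 fold change was 2.05 (standard error 0.357, adjusted p = 0.00735 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every overexpression library was above every control library (exact permutation test, two-sided, p = 0.1). With each library left out in turn, the log2 fold change was between 1.59 and 2.57. In 3 of these 6 fits HSPA6 no longer passed the adjustment, with an adjusted p of 0.465 without overexpression library 2, 0.226 without control library 1 and 0.129 without control library 3, and no gene then passed both thresholds. HSPA7, an annotated pseudogene whose transcript is 98.2% identical to HSPA6 over 1933 aligned bases, could share its reads, so the count of HSPA6 is uncertain. By p-value, HSPA6 was first among the higher genes past both thresholds and 7th among all higher genes, in edgeR and in DESeq2. The paper states that HSPA6 was the most significantly upregulated gene and takes it as the target to be examined for a ceRNA mechanism.

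**Figure D2:**
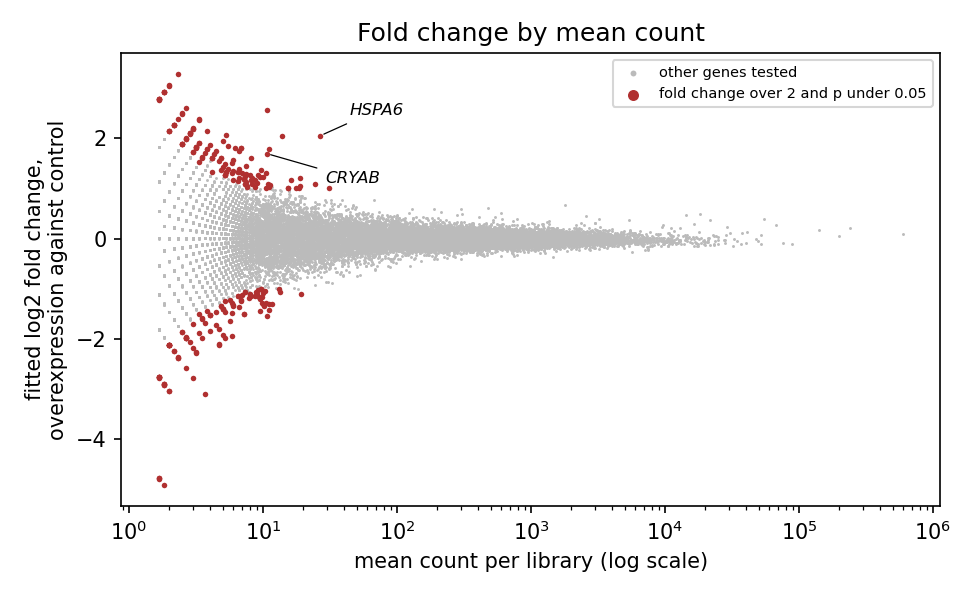
Fitted log2 fold change of overexpression against control (y axis) by the mean count per library (x axis, log scale) for the 22362 genes tested with edgeR; each point is a gene, and red points are the 247 genes past the paper's thresholds. Of these, 244 have a mean count under 20, and the fitted fold changes of genes with the fewest counts depend on the prior count of the fit.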

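Transporter genes were counted among the 812 genes with a fold change over 1.2 and an unadjusted p under 0.05 (470 higher, 342 lower). GO tables were not used here, and gene lists written by hand before the data were examined took their place. Of 284 genes tested whose names begin as those of solute carriers, 13 were among the 812 genes, against 10.3 expected, a fold of 1.26 (one-sided Fisher's exact test, p = 0.235, adjusted p = 0.235 over 4 lists). One of them, SLC25A21-AS1, is an antisense RNA, and SLC4A1AP, which was not called, is not a solute carrier. Without both names, which were left out after their values were seen, 12 of 282 solute carriers were called, 9 higher and 3 lower, a fold of 1.17 (one-sided Fisher's exact test, p = 0.328). Of 12 genes for transport of monocarboxylic acids, 3 were among them, a fold of 6.89 (one-sided Fisher's exact test, p = 0.00821, adjusted p = 0.0257 over 4 lists). These were SLC16A9, SLC16A14 and SLC5A12, all higher with the overexpression, with log2 fold changes of 0.60, 0.45 and 0.84. None of the 3 genes passed the adjustment over all genes tested, where the smallest adjusted p was 0.596. The result of this list depended on single libraries, since without control library 3 its fold was 2.71 (one-sided Fisher's exact test, p = 0.313). With DESeq2, 1 of 14 genes was called, a fold of 8.00 (one-sided Fisher's exact test, p = 0.118).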

GO gene set enrichment analysis indicated that the DEGs were enriched in MFs such as transmembrane transporter activities (Figure 3C). KEGG enrichment analysis indicated that the DEGs were enriched in beta-Alanine metabolism (*p* < 0.05).

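KEGG tables were not used here. A list of beta-alanine metabolism genes, written by hand before the data were examined, had 26 genes tested. Of these, 3 were among the 812 genes with a fold change over 1.2 and an unadjusted p under 0.05, against 0.944 expected. This was a fold of 3.18 (one-sided Fisher's exact test, p = 0.0668, adjusted p = 0.089 over 4 lists). Among all genes with a fold change over 1.2, whatever their p, the fold was 0.719 (one-sided Fisher's exact test, p = 0.864). AOC2 and AOC3 were lower with the overexpression, with log2 fold changes of −0.33 and −0.52, and GAD1 was higher, with 0.28. With DESeq2, 2 of 31 genes were called, AOC2 and GAD1, a fold of 7.23 (one-sided Fisher's exact test, p = 0.0312, adjusted p = 0.0623 over 4 lists). Without overexpression library 1, none of the list's genes was called, and the fold was 0.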

**FIGURE 3:**
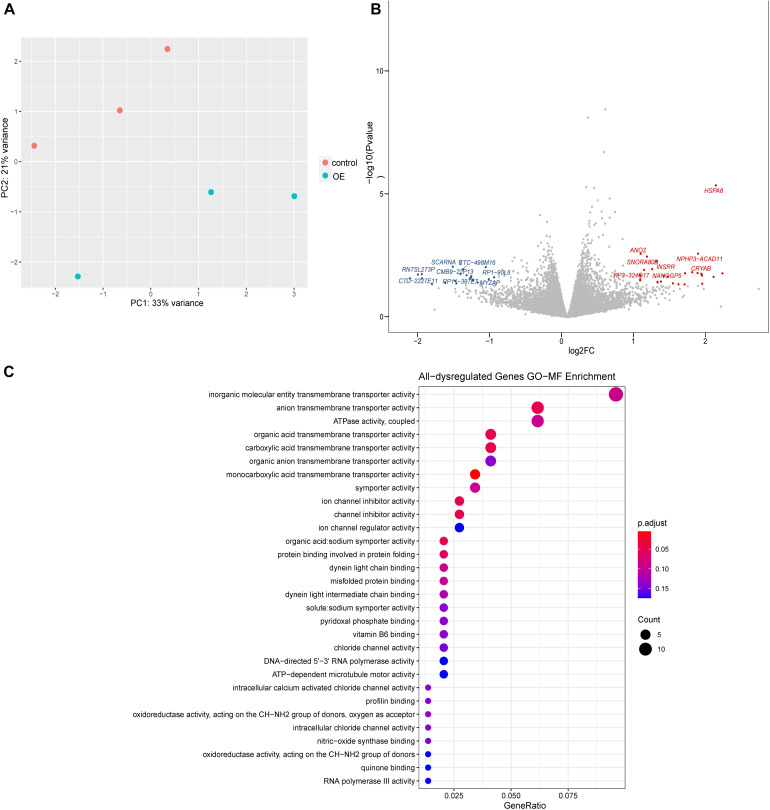
Differential gene expression analysis of *lnc-TSSK2-8* overexpression in HEK293 cells. **(A)** Principal component analysis of RNAseq data derived from *lnc-TSSK2-8* overexpression and control cell samples. **(B)** Volcano plot of differential gene expression analysis; symbols of the top 15 for each of upregulated and downregulated genes were labeled. **(C)** Gene Ontology (GO) gene set functional enrichment analysis of DEGs.

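Over the 500 genes with the most variable log2 CPM, the first component held 24.5% of the variance and the second 23.1%. The groups were not separated on the first component, where the overexpression libraries lay at 3.19, −6.46 and 8.44 and the control libraries at 4.21, −16.4 and 7.06. On the second component, overexpression libraries 1 and 2 lay at −11.8 and −11.9, below the others, and overexpression library 3 lay at 4.96, within the range of the controls of 3.68 to 8.62. With the rlog transformation of DESeq2, the shares were 66.3% and 15.3%, and overexpression library 3 again lay among the controls on the first component. In the plane of both components a straight line parted the groups in each of these settings, as it did 4 of the 10 splits of the 6 libraries into groups of 3 with log2 CPM and 3 of 10 with rlog, the real split included. Among the genes labeled in Figure 3B, 16 names were legible. All 16 passed the thresholds of fold change and unadjusted p in edgeR and in DESeq2, 8 higher and 8 lower. Their mean counts were between 5.17 and 31.2. The groups of 15 of the 16 genes did not overlap, as for 59 of all 62 genes called by DESeq2. Chance gives this for 10% of genes, but not for genes called for their difference in the same libraries, so it is no further evidence for the labeled genes. Apart from HSPA6, none of them passed the adjustment over all genes tested, and the smallest adjusted p of the other 15 was 0.254. CTD-2227E11.1 had at most 3 counts in each overexpression library and was at least 2.77-fold lower. CRYAB, which encodes the small heat shock protein α-B-crystallin and lies on chromosome 11 of GRCh38 from 111908564 to 111923722, had 16, 31 and 2 counts in overexpression libraries 1, 2 and 3. Its control counts were 4, 4 and 7. The log2 fold change was 1.70 (standard error 0.567, adjusted p = 0.56 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With all libraries, its unadjusted p was 0.00533 in edgeR's quasi-likelihood test and 0.0209 in DESeq2's Wald test. Overexpression library 3 was below every control library, so the groups overlapped (exact permutation test, two-sided, p = 0.4). Without overexpression library 2, the log2 fold change of CRYAB was 0.83, with an unadjusted p of 0.204 in edgeR.

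**Figure D3:**
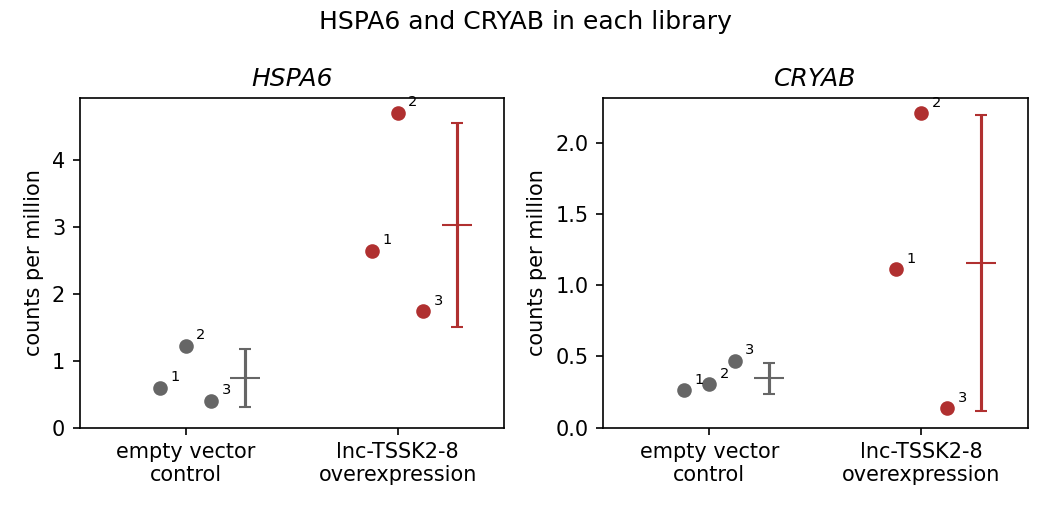
CPM (counts scaled to the library size, y axis) of HSPA6 and CRYAB in each library (points, numbered by library) of the control and overexpression groups; the bars give the mean and the SD of 3 libraries. All overexpression libraries lie above the controls for HSPA6, and overexpression library 3 lies below them for CRYAB.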

### *lnc-TSSK2-8* Activates Wnt/β-Catenin Signaling Through a Competing Endogenous RNA Mechanism

Since *lnc-TSSK2-8* was mainly distributed in the cytoplasm, we explored whether it could exert its function as a competing endogenous RNA (ceRNA) on DEGs. We predicted that miR-6721-5p targets both the *HSPA6* 3′ UTR and the *lnc-TSSK2-8* full-length sequence (Figure 4A) with the miRDB^2^ (Liu and Wang, 2019; Chen and Wang, 2020). We then validated the interaction between miR-6721-5p and HSPA6-3′UTR/lnc-TSSK2-8 using a dual-luciferase reporter assay. The results suggested that ectopic expression of miR-6721-5p leads to notably reduced luciferase activity of WT *HSPA6* 3′ UTR, while the luciferase activity could not be changed if the binding sites of *HSPA6* 3′UTR were mutated (Figure 4B). Similarly, the interaction of miR-6721-5p and *lnc-TSSK2-8* was also validated (Figure 4C). Overexpression of miR-6721-5p decreased the transcriptional level of *lnc-TSSK2-8* (Figure 4D) but did not affect the gene expression of β-catenin (Figure 4E), while the stabilization of β-catenin was impaired, since its phosphorylation and protein expression were upregulated and downregulated, respectively (Figure 4F). Furthermore, overexpression of *lnc-TSSK2-8* greatly activated the transcription of *HSPA6* (Figure 4G). We overexpressed *HSPA6* to verify its effect on Wnt**/**β-catenin signaling. The result indicated that *HSPA6* (Figures 4H,I) activated transcription of *LEF1* (Figure 4J) and exerted an inverse effect of miR-6721-5p on β-catenin expression (Figures 4K,L).

**FIGURE 4:**
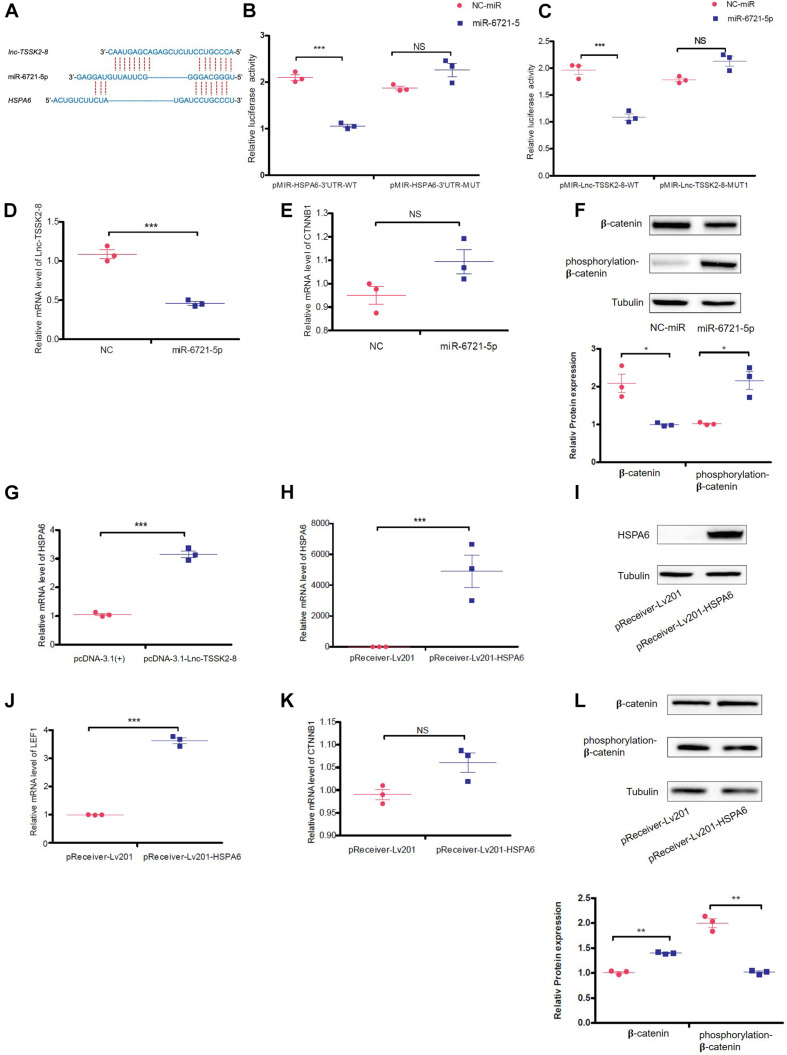
*lnc-TSSK2-8* activation promotes β-catenin stabilization through miR-6721-5p/heat shock protein (HSP)A6 axis. **(A)** The predicted miR-6721-5p binding sites of *lnc-TSSK2-8* and *HSPA6* 3′ UTR. **(B)** The luciferase reporter assay we performed to confirm the interaction between miR-6721-5p and *HSPA6* 3′ UTR **(B)**/*lnc-TSSK2-8* **(C)**. **(D)** RT-qPCR analysis of *lnc-TSSK2-8* level in response to miR-6721-5p overexpression. **(E)** RT-qPCR analysis of β-catenin level in response to miR-6721-5p overexpression. **(F)** Western blot (WB) analysis of protein expression and phosphorylation of β-catenin in response to miR-6721-5p overexpression. **(G)** RT-qPCR analysis of *HSPA6* level in response to *lnc-TSSK2-8* overexpression. **(H)** Confirmation of *HSPA6* overexpression with RT-qPCR. **(I)** Confirmation of HSPA6 overexpression with WB. **(J)** RT-qPCR analysis of *LEF1* level in response to *HSPA6* overexpression. **(K)** RT-qPCR analysis of β-catenin level in response to *HSPA6* overexpression. **(L)** WB analysis of β-catenin protein expression and phosphorylation in response to *HSPA6* overexpression. *p < 0.05, **p < 0.001, **p < 0.0001.

Recently, Mitra et al. (2013) reported that α-B-crystallin (CRYAB) could stabilize β-catenin and promote Wnt signaling in osteogenic differentiation (Zhu et al., 2020). We noticed *lnc-TSSK2-8* and *CRYAB* 3′ UTR also share miRNA target sequences (Figure 5A) and further investigated whether *lnc-TSSK2-8* could regulate Wnt/β-catenin signaling by modulating CRYAB expression. Through dual-luciferase reporter assay, we showed that miR-491-5p could interact with both *CRYAB* and *lnc-TSSK2-8* (Figures 5B,C). Overexpression of miR-491-5p significantly downregulated the transcriptional level of *CRYAB* and *LEF1* (Figures 5D,E) and only inhibits β-catenin expression posttranscriptionally (Figures 5F,G). As expected, overexpression of *lnc-TSSK2-8* greatly increased the transcription of *CRYAB* (Figures 5H,I). At last, we overexpressed CRYAB (Figures 5J,K) and verified its posttranscriptional effect on β-catenin expression (Figures 5L,M).

**FIGURE 5:**
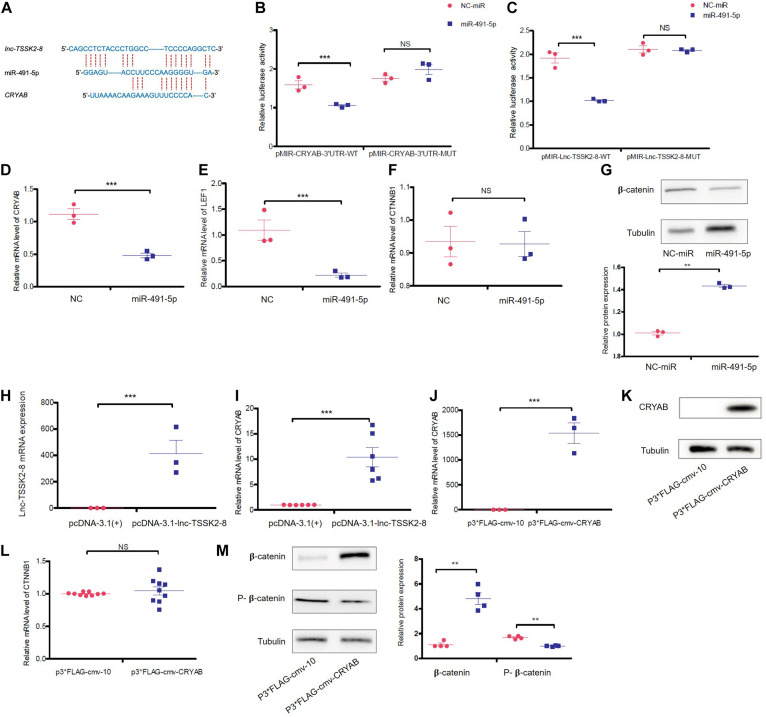
*lnc-TSSK2-8* activation promotes β-catenin stabilization through the miR-491-5p/α-B-crystallin (CRYAB) axis. **(A)** The predicted miR-491-5p binding sites of *lnc-TSSK2-8* and *CRYAB* 3′ UTR. **(B)** The luciferase reporter assay we performed to confirm the interaction between miR-6721-5p and *CRYAB* 3′ UTR **(B)**/*lnc-TSSK2-8* **(C)**. **(D)** RT-qPCR analysis of *CRYAB* level in response to miR-491-5p overexpression. **(E)** RT-qPCR analysis of *lymphoid enhancer-binding factor 1 (LEF1)* level in response to miR-491-5p overexpression. **(F)** RT-qPCR analysis of β-catenin level in response to miR-491-5p overexpression. **(G)** Western blot (WB) analysis of protein expression of β-catenin in response to miR-491-5p overexpression. **(H)** Confirmation of *lnc-TSSK2-8* overexpression with RT-qPCR. **(I)** RT-qPCR analysis of *CRYAB* level in response to *lnc-TSSK2-8* overexpression. **(J)** Confirmation of *CRYAB* overexpression with RT-qPCR. **(K)** Confirmation of CRYAB overexpression with WB. **(L)** RT-qPCR analysis of β-catenin level in response to *CRYAB* overexpression. **(M)** WB analysis of β-catenin protein expression and phosphorylation in response to *CRYAB* overexpression. *p < 0.05, **p < 0.001, **p < 0.0001.

## Discussion

Wnt proteins are a protein family composed of secreted glycoproteins acting as signaling molecules. They bind to Frizzled and several other coreceptors such as lipoprotein receptor-related protein (LRP)-5/6 to trigger intracellular signal transduction (Logan and Nusse, 2004; Kestler and Kuhl, 2008). In the canonical Wnt/β-catenin signaling pathway, when Wnt signal is absent, β-catenin is phosphorylated by the destruction complex. Such processes include CK1-mediated phosphorylation at Ser45, and GSK3β-mediated phosphorylation at Ser33, Ser37, and Thr41. The phosphorylated β-catenin is degraded by the proteasome through the ubiquitin pathway. When Wnt ligands are available, a cascade initiated by the binding of Wnt to the Frzs is activated. The destruction complex consisting of axin, adenomatous polyposis coli (APC), and GSK3β is disassembled, resulting in the stabilization of β-catenin. The β-catenin molecules subsequently accumulate in the cytoplasm and are imported into the nucleus, where they serve as transcriptional coactivators of the TCF/LEF family transcription factors to regulate gene expression (Rao and Kuhl, 2010). The canonical Wnt/β-catenin signaling pathway has been proven to play important roles in multiple aspects of vertebrate heart development such as cardiac differentiation and right ventricular growth (Ai et al., 2007; Gessert and Kuhl, 2010).

The stability of cytosolic β-catenin is controlled by the destruction complex. As the member of the destruction complex, GSK3β acts as a negative regulatory factor. We found that overexpression of *lnc-TSSK2-8* promoted the phosphorylation of GSK3β. Subsequently, the phosphorylation of β-catenin was decreased, which might inhibit its ubiquitination. We showed that *lnc-TSSK2-8* promotes the stabilization of β-catenin through regulating the expression of *HSPA6* and *CRYAB*. CRYAB is the most abundant small HSP constitutively expressed in cardiomyocytes. It protects against reperfusion injury/myocardial ischemia and suppresses cardiac hypertrophic responses by attenuating nuclear factor of activated T cells (NFAT) signaling (Kumarapeli et al., 2008). CRYAB was also identified as a downstream effector of calcineurin-induced protection against cardiomyocyte apoptosis (Bousette et al., 2010) and a molecular switch in bypassing mitochondrial pathway of apoptosis during myocardial infarction (Mitra et al., 2013). Zhu et al. (2020) recently revealed that CRYAB physically interacts with β-catenin; it promotes osteogenic differentiation of bone marrow stem cells by protecting β-catenin from ubiquitination and degradation (Zhu et al., 2020). HSPA6 has not been reported as associated with Wnt/β-catenin signaling. Our study showed that HSPA6 and CRYAB not only stabilized β-catenin but also activated the downstream transcription factor LEF1. Since dosage of β-catenin significantly affects OFT development upstream of *Tbx1* (Racedo et al., 2017), we propose that the small HSP-mediated stabilization of β-catenin should be a common mechanism involved in heart development. The expression of HSPA6 and CRYAB could be modulated by *lnc-TSSK2-8* through sponging miR-6721-5p and miR-491-5p, respectively. Wnt/β-catenin signaling could potentiate neonatal mouse cardiomyocyte proliferation and human induced pluripotent stem (iPS) cell-derived cardiomyocyte. A Wnt/β-catenin-dependent transcriptional network governing cardiomyocyte proliferation was discovered (Quaife-Ryan et al., 2020). We showed that *lnc-TSSK2-8* promoted cell proliferation of HEK293, which might result from enhancement of Wnt/β-catenin signaling.

Significant achievements have been made in revealing the roles of miRNAs and lncRNAs in heart development (Alexanian and Ounzain, 2020; Das et al., 2020). Cytoplasmic lncRNA could act as ceRNAs to sequester miRNAs from their natural mRNA targets; we established that *lnc-TSSK2-8* regulates *HSPA6* and *CRYAB* in this way. 

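A list of motile cilia genes, written by hand before the data were examined, was compared between the overexpression and control libraries. Of its 36 genes tested, 24 were higher with the overexpression, with a median log2 fold change of 0.057. The list was shifted upwards in camera's test with its preset correlation of 0.01 (p = 0.0273), and not past 0.05 after adjustment over 7 lists (adjusted p = 0.0956). With fry the p-value was 0.0893, and with a correlation estimated from the libraries camera gave p = 0.169. Of the 36 genes, 4 had an unadjusted p under 0.05. SPAG16 and STK36 were higher, with log2 fold changes of 0.36 and 0.15, OFD1 was higher with 0.18, and DNAL1 was lower with −0.23. The smallest adjusted p of these genes over all genes tested was 0.525, for SPAG16. Without control library 2, the median of the list was 0.034, with a camera p of 0.197.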

Whereas *lnc-TSSK2-8* also has substantial nuclear expression, the transcriptomic analysis indicated that *lnc-TSSK2-8* might be associated with cilia functions. Cilia have an essential role in the pathogenesis of congenital heart disease (Li et al., 2015; Gabriel et al., 2020). 

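Dynein heavy chains are the motor subunits of the dynein complexes. A list of their genes, written by hand before the data were examined, had 14 genes tested. Of these, 3 were among the 812 genes with a fold change over 1.2 and an unadjusted p under 0.05. This was a fold of 5.90 (one-sided Fisher's exact test, p = 0.0129, adjusted p = 0.0257 over 4 lists). Among all genes with a fold change over 1.2, whatever their p, the fold was 1.60 (one-sided Fisher's exact test, p = 0.145). DNAH1 and DNAH6 were higher with the overexpression, with log2 fold changes of 0.28 (standard error 0.0935) and 0.37 (standard error 0.122). The groups overlapped for DNAH6 (exact permutation test, two-sided, p = 0.3). DNAH5, the remaining gene, had 5, 7 and 2 counts in overexpression libraries 1, 2 and 3. Its counts in control libraries 1, 2 and 3 were 2, 1 and 0. The mean of the overexpression group was at least 1.57-fold higher, but overexpression library 3 had no more counts than control library 1. None of the 3 genes passed the adjustment over all genes tested, with a smallest adjusted p of 0.552 for DNAH6. The list's fold fell to 3.24 without control library 2 (one-sided Fisher's exact test, p = 0.125). With DESeq2, 2 of 14 genes were called, DNAH1 and DNAH6, a fold of 16.0 (one-sided Fisher's exact test, p = 0.00673, adjusted p = 0.0269 over 4 lists).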

We noted that the DEGs were enriched in dynein binding, which is critical for ciliary processes. The MF of *lnc-TSSK2-8* in cilia process and heart development needs to be further investigated. Conotruncal defects such as TOF, truncus arteriosus, conoventricular ventricle septum defect, type B interruption of the aortic arch account for about 70% of heart malformations associated with 22q11.2DS (Agergaard et al., 2012). Although several genes including *TBX1* have been identified responsible for heart defects resulting from 22q11.2 deletion, noncoding functions of this common CNV in cardiac development have not received enough attention. We demonstrated that the 22q11.2 *lnc-TSSK2-8* is involved in the canonical Wnt signaling pathway by stabilizing β-catenin. There were two main limitations of our study. Firstly, our experiments were based on the HEK293 cell line, which is derived from human embryonic kidney. Additional validation using primary cardiac cells derived from model animals or *in vitro* cardiomyocyte differentiation from human iPS cells would help reveal the cardiac-specific effect of *lnc-TSSK2-8*. Secondly, loss-of-function validation was not performed for *lnc-TSSK2-8*, *HSPA6*, and *CRYAB*. It would be meaningful to carry out si/shRNA-mediated knockdown of *lnc-TSSK2-8*, *HSPA6*, and *CRYAB* to investigate their roles in the context of heart development, which would help elucidate the contribution of *lnc-TSSK2-8* to cardiac phenotypes of 22q11.2DS.

In summary, we established that the 22q11.2 *lncRNA lnc-TSSK2-8* acts as an ceRNA to regulate the expression of HSPA6 and CRYAB through sponging miR-6721-5p and miR-491-5p; subsequently, HSPA6 and CRYAB activates canonical Wnt signaling by promoting the stabilization of β-catenin and activating LEF1 expression. Our study provided evidence of a lncRNA that regulates the dosage of β-catenin, which contributes to the OFT anomalies in 22q11.2DS.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE165927.

## Author Contributions

JF, YG, XpZ, and XqZ performed the lab experiments. BW, MQ, and XyZ performed bioinformatic data analysis. BW wrote the manuscript. QF, YG, ZX, and BW conceived the study and contributed to editing. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

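RNA was measured by RNA-seq in HEK293 cells transfected with lnc-TSSK2-8 in pcDNA3.1 or with the empty vector, in 3 libraries per group. The authors removed reads of low quality, aligned the rest to GRCh38 with STAR with the options of the ENCODE long RNA pipeline and counted them per gene with featureCounts, and they deposited the counts as whole numbers without normalization. Versions of these tools, the gene annotation, the strand setting and the handling of reads with several positions are not named in the paper's text. Reads shared by near-identical genes, such as HSPA1A and HSPA1B or the 7SK pseudogenes, and by overlapping genes can therefore have been split, left out or counted more than once. The overexpression libraries were mapped by their own names. All control samples carry the same name in their description, so the control libraries were taken as a group, and their numbers, from the names of the deposited columns, only tell them apart. No pairing of libraries was used in the results given.

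The total count per library was between 14151809 and 14419914 with the overexpression (median 14283611) and between 13325488 and 14993224 in the control (median 14595595). No pair of libraries in a group differed by less than the sampling noise, so each library was counted once. At this depth a gene with 3 counts or fewer in every library of a group was treated as at the floor, and its fold change is given as a bound.

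From the deposited counts, differential expression was computed in R 4.3.3 with edgeR 4.0.16, using TMM normalization, the quasi-likelihood test, and genes with at least 10 counts summed over the 6 libraries. DEGs were genes with a fold change over 2 and an unadjusted p under 0.05, as in the paper, and genes for functional enrichment had a fold change over 1.2 and an unadjusted p under 0.05. The paper applies the lower fold change without naming a p threshold for it. DESeq2 1.42.0 was run as an alternative. Adjusted p-values are Benjamini-Hochberg values. An adjusted p that DESeq2 left out was kept as missing. Per-library values are CPM, counts scaled to the library total after TMM. The exact permutation tests used log2 CPM with a pseudocount of 0.1, and the principal components used log2 CPM with a prior count of 2.

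GO and KEGG tables were not used here. Gene lists written by hand took their place, for solute carriers, monocarboxylate transporters, dynein heavy chains and beta-alanine metabolism (one-sided Fisher's exact tests with the genes tested as background, adjusted over 4 lists) and for motile cilia, the heat shock response, Wnt/β-catenin targets, proliferation, the interferon response, the unfolded protein response and the 22q11.2 region (camera of limma 3.58.1, adjusted over 7 lists). The genes named in the text are those the paper names or labels legibly in Fig. 3B, the 3 higher and the 3 lower DEGs with the smallest p whose groups do not overlap, the 5 genes with the smallest p in each direction among those with an adjusted p under 0.05, and list members with an unadjusted p under 0.05. Of the 282 solute carriers, 24 had such a p, and only those that bear on a statement are named. CLTCL1, HSPA1A, AXIN2, HSPA7, SCARNA7, AC096582.7 and the mitochondrial mRNAs and 7SK pseudogenes as groups were chosen after their values were seen.

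The tests were tested on simulated data drawn from the means, library sizes and dispersions of the real genes, with 200 genes changed by 1.5 on the log2 scale. Among the changed genes with a mean count of at least 20, edgeR called 99.3% and DESeq2 95.0% at an adjusted p under 0.05, with 5 and 4 unchanged genes called. A list of 27 genes shifted by 0.3 was called by camera with a p of 3.02e-17, and an unchanged list of the same size was not, with a p of 0.484. The genes were drawn independently, and the shift was larger than the medians of the heat shock response (0.10) and motile cilia (0.057) lists. The check therefore cannot show how camera's preset correlation performs for correlated genes. The estimated correlation of the heat shock response list was 0.347.

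The alternatives fixed before the data were examined and run for the results given were DESeq2's size factors in edgeR, DESeq2 with and without shrunken fold changes, edgeR's own filter on low counts, no filter beyond 1 count, each library left out in turn, other set tests, other gene selections for the lists, other transformations for the principal components, and other 3′ UTRs and shorter matches for the miRNA seeds. A correction of GC content by loess with a span of 0.3 over the 15320 genes with a GC value, the same genes without the correction, principal components over genes with a mean log2 CPM over 3, rearranged seeds without CG, and the solute carrier list without SLC25A21-AS1 and SLC4A1AP were chosen after seeing the data. Gene positions, 3′ UTRs and GC content were taken from GENCODE version 44 on GRCh38, which is not known to be the authors' annotation. Python 3.11.15 was used for sequence matching.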

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

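The patterns here lie in genes the paper does not discuss, apart from the heat shock response list, which holds HSPA6 and CRYAB and is given with and without them, and are above the level in the control libraries. Tests of GC content, of reads shared among the 7SK copies and of the list without HSPA6 and CRYAB were chosen after the results were seen. The labels give no sequencing or extraction batch, so a batch that follows the groups was not tested for any of them.

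Of the 15 genes with an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 14 were genes other than HSPA6. They comprised 8 mitochondrial mRNAs, 3 pseudogenes of 7SK, HSPA8, SCARNA7 and AC096582.7. Their log2 fold changes were between 0.37 and 0.66, below the fold change threshold of the paper, and their mean counts were at least 189. Over 20 draws of counts with the dispersions of these libraries and no changed gene, at most 1 gene passed, so the 15 genes are more than such noise gives. However, 2 of the 10 splits of the 6 libraries into groups of 3, the real one included, gave as many genes, and the split of overexpression libraries 1 and 2 with control library 2 against the rest gave 169. With 10 splits the share cannot fall below 0.1. Without overexpression library 3 the number rose to 220, 105 higher and 115 lower, and without control library 3 it was 3.

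All 13 mitochondrial mRNAs were higher with the overexpression, with log2 fold changes from 0.18 to 0.66 and a median of 0.40. The groups did not overlap for 10 of the 13 genes, all higher with the overexpression. Chance gives groups that do not overlap, in either direction, for 10% of genes, but 8 of the 13 are among the 15 genes above and drew attention to the class, so this share is no test of it. They took 1.95 ± 0.0684% of the counts (SD, n = 3) with the overexpression and 1.61 ± 0.135% (SD, n = 3) in the control (exact permutation test, two-sided, p = 0.1, the smallest this design allows). MT-ND4 and MT-ND4L overlap, as do MT-ATP6 and MT-ATP8, so their own counts are uncertain. The median was 0.40 with the GC trend removed and 0.39 with every library thinned to the smallest total, which argues against GC content and depth. The 110 nuclear genes that were as short and as abundant had a median of −0.049, which argues against a gain of short transcripts as a class. No other split gave as large a median, so 1 of the 10 splits did, which is the least possible. A higher mitochondrial RNA content of the overexpressing cells may explain the pattern, and a difference in cell state, RNA extraction or transfection between the groups stays open, untested.

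RN7SKP71, a pseudogene of the small nuclear RNA 7SK, was higher with a log2 fold change of 0.51 (standard error 0.0847, adjusted p = 0.00399 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over the alternatives and the fits without a library its log2 fold change stayed above 0 with an unadjusted p of at most 7.62e-05. Of the 8 pseudogenes of 7SK with a mean count of at least 20, 7 were higher. Their median log2 fold change was 0.40 and with the GC trend removed 0.43, which argues against GC content. The 7SK gene itself was listed at 0 counts in all libraries, so its reads may have been assigned to the copies. Apart from the 3 copies with an adjusted p under 0.05, 4 of 5 were higher (exact binomial test, two-sided, p = 0.375). A change of 7SK RNA and a change of single copies cannot be told apart with so few copies.

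HSPA8, the constitutive member of the HSP70 family, was higher with a log2 fold change of 0.38 (standard error 0.0727, adjusted p = 0.0249 from the same test). It stayed between 0.29 and 0.47 with each library left out. Other members of the heat shock response list with an unadjusted p under 0.05 in edgeR were HSPA1B, HSPH1, DNAJB1, HSP90AA1, HSPA4L and CHORDC1, all higher, and AHSA1, which was lower; none of these passed the adjustment. The hand-written heat shock response list had a median log2 fold change of 0.10 over 26 genes, 20 of them higher, with a camera p of 0.00155 and an adjusted p of 0.0108 over 7 lists. Without HSPA6 and CRYAB the median was 0.083, with 18 of 24 genes higher and a camera p of 0.00746, so these genes alone do not account for the shift. The camera p was 0.000806 with the GC trend removed and 0.00143 with the libraries thinned to the smallest total. However, the call rests on camera's preset correlation between genes: fry gave p = 0.246, and camera with the estimated correlation of 0.347 gave p = 0.319. It also rests on control library 3, without which the median was 0.039 with a camera p of 0.11. Of the 10 splits, 3 gave as small a camera p, the real one included. Fig. 3C lists terms on protein folding and misfolded proteins, whose genes the paper does not name. A mild heat shock response to the overexpression is a hypothesis that these libraries do not settle, and a difference in stress between the transfections stays open, untested.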

How the results depend on the processing

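The log2 fold change of HSPA6 kept its direction and an unadjusted p under 0.05 in all alternatives, but not its adjusted call. Its adjusted p in edgeR, 0.00735 with all libraries, was 0.465 without overexpression library 2, 0.226 without control library 1 and 0.129 without control library 3. It was between 1.14e-08 and 0.0396 in the other edgeR fits, and DESeq2 gave none. The log2 fold change was between 2.05 and 2.08 in those that kept all libraries and did not shrink the fold change, 0.20 with shrunken fold changes, and 1.59 to 2.57 across the 6 fits that each left out one library. LEF1, CTNNB1, the Wnt/β-catenin target and unfolded protein response lists and both miRNA seed results also stayed on their side of the threshold, with the same direction. No paired analysis was possible because the labels give no pairing that could be used: all control samples carry the same name in their description, so the numbered control columns could not be assigned to the numbered control samples. A fit with the replicate block was planned before the data were examined. It was made once by taking the numbers of the columns as pairs, after values had been seen, and called more genes at an adjusted p under 0.05. It is not reported as a result, since that pairing is not given by the labels. The number of genes with an adjusted p under 0.05, the adjusted calls of HSPA6 with a library left out and the overlap of the groups for DGCR8 and CRKL therefore hold only for libraries taken as unpaired, as do all other calls given. Where no cause is given, the cause was not tested.

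The number of DEGs at the paper's thresholds was 247 with edgeR and 62 with DESeq2. It was 38 with edgeR's filter, which tested 16844 genes and leaves out genes with few counts, and 0 with the shrunken fold changes of DESeq2, which pull genes with few counts towards 0. It was 91 with GC correction and 94 over the same genes without it, so the smaller set of 15320 genes and not the correction lowered it. Both of these were chosen after seeing the data, as were all GC alternatives and the principal components over genes with a higher mean. The number of genes with an adjusted p under 0.05 was 15, and 52 with no filter beyond 1 count. Across the 6 fits that each left out one library it went from 3 to 220, with 4 without overexpression library 2, 3 without control library 1, 3 without control library 3 and 220 without overexpression library 3. The number of genes for functional enrichment was 812, and 283 with DESeq2, 16 with shrunken fold changes, 455 with GC correction, 471 over the same genes without it, and from 552 to 1445 across the fits that left out one library, the highest without overexpression library 3.

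CRYAB was higher in all fits, but its log2 fold change went from 0.83 to 2.22 with one library left out and was not past the threshold without overexpression library 2. It was left out by edgeR's filter and has no value there. GSK3B, which did not change, went from −0.032 to 0.075, and GAPDH from −0.10 to 0.05, with one library left out, so their signs are not determined.

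The transporter and metabolism lists changed most. With shrunken fold changes, the folds of the solute carrier, monocarboxylate transporter, dynein heavy chain and beta-alanine lists were all 0, since only 16 genes were called. Among the DEGs at the paper's thresholds, they were 0, 0, 6.47 and 0. With a fold change over 1.2 alone, they were 0.751, 1.87, 1.60 and 0.719, none with an unadjusted p under 0.05. Over solute carrier proteins only, chosen after seeing the data, the fold was 1.17. With one library left out, the fold went from 0.643 (without control library 3) to 1.43 for solute carriers, from 2.71 to 7.18 for monocarboxylate transporters, from 3.22 to 5.64 for dynein heavy chains and from 0 (without overexpression library 1) to 3.04 for beta-alanine metabolism. The unadjusted p of the monocarboxylate list was over 0.05 without overexpression library 1 and without control libraries 2 and 3, and that of the dynein list without overexpression libraries 1 and 3 and control libraries 2 and 3. With DESeq2 the monocarboxylate list had a fold of 8.00 and was no longer past the threshold, and with camera its median log2 fold change of 0.051 was not past it either. The beta-alanine list passed an unadjusted p of 0.05 with DESeq2 (fold 7.23), edgeR's filter (3.64), GC correction (3.88) and the same genes without it (3.75).

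The motile cilia list kept its direction with a median log2 fold change of 0.054 with DESeq2, 0.0066 with shrunken fold changes, 0.067 with GC correction and 0.054 over the same genes without it, and 0.057 with fry and with the estimated correlation, but was not past the threshold in these. With one library left out its median went from 0.034 to 0.12. The heat shock response list had a median of 0.10, and was not past the threshold with fry (0.10), with the estimated correlation (0.10) or without control library 3, with a range of 0.039 to 0.19 across the fits that left out one library. Medians of lists near 0 changed sign without passing the threshold. The proliferation list went from −0.019 to 0.0035 with one library left out. The interferon response list was at −0.0075 with edgeR's filter and went from −0.040 to 0.087. The 22q11.2 region list was at 0.022 with GC correction and at 0.0054 over the same genes without it, and went from −0.019 to 0.012. With genes at the floor set at their bound, the medians were −0.042 for the Wnt/β-catenin target list, 0.0028 for the interferon list and −0.0038 for the 22q11.2 list. The first principal component held 61.4% of the variance with the variance stabilizing transformation, 66.3% with rlog and 42.7% over genes with a mean log2 CPM over 3, and the second held 15.3% with rlog.

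Of 81 single genes and other values besides these, 50 changed under some alternative, in 186 values that were weaker, 3 that were stronger and 4 that changed sign, the last all for GSK3B and GAPDH. Of the 247 genes past the paper's thresholds in edgeR, 244 had a mean count under 20. Draws of counts with no changed gene gave a median of 228 such genes. Simulated changes of 1.5 on the log2 scale were called by edgeR at an adjusted p under 0.05 for 99.3% of genes with a mean count of at least 20. Whether depth limits the genes past the paper's thresholds was not tested.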

Differences from the paper's values

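At the paper's thresholds edgeR called 247 genes, against the paper's 62. Of the alternatives set before the data were examined, only the DESeq2 Wald test closed the gap, with 62 genes, and the paper's methods name DESeq2. DESeq2's size factors in edgeR (245), shrunken fold changes (0), edgeR's filter (38), no filter beyond 1 count (347) and the fits without a library (233 to 328) did not. The alternatives chosen after seeing the data gave 91 and 94 genes.

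The p-value of HSPA6 was 2.3e-06 in edgeR, against the paper's 1.27e-05. With the DESeq2 Wald test it was 1.265e-05. The fits without overexpression library 1 (9.512e-06) and without control library 2 (9.308e-06) also came within 1.5 times of the paper's value, and the remaining alternatives set before the data were examined did not.

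The paper states that HSPA6 was the most significantly upregulated gene. It was first by p-value among the higher genes past both of the paper's thresholds, and 7th among all higher genes tested, in edgeR and in DESeq2. Genes with smaller p-values in edgeR were MT-ND4L, MT-CO2, MT-ND3, MT-ND5, RN7SKP71 and MT-CYB.

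The paper states that the genes changed by the overexpression were enriched for transmembrane transporter activities. Solute carriers are only a part of the transporters that such terms can hold. The hand-written solute carrier list was not over-represented (fold 1.26, one-sided Fisher's exact test, p = 0.235). Over solute carrier proteins only, chosen after seeing the values, the fold was 1.17 (one-sided Fisher's exact test, p = 0.328). The monocarboxylate transporter list was over-represented among the 812 genes (one-sided Fisher's exact test, adjusted p = 0.0257 over 4 lists). With a fold change over 1.2 alone, its fold was 1.87 (one-sided Fisher's exact test, p = 0.0729).

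The paper states enrichment in beta-alanine metabolism. The hand-written list had an unadjusted p of 0.0668 in edgeR. With Fisher's exact test it was past an unadjusted 0.05 for the calls of DESeq2 (p = 0.0312) and of edgeR's filter (p = 0.0479), and also with GC correction (p = 0.0408) and over the same genes without it (p = 0.0445), both chosen after seeing the values.

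In Fig. 3A the second component alone parts the overexpression and control libraries. Here, over the 500 most variable genes, overexpression library 3 lay within the range of the controls on the second component, at 4.96, and neither component alone parted the groups in any of the settings run. In the plane of both components the groups lay apart here too, in all of them.

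The paper reports from RT-qPCR that the transcription of LEF1 was activated by the overexpression. In the RNA-seq libraries its log2 fold change was 0.09 (standard error 0.0811, adjusted p = 0.871 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and none of the settings run called it. The paper also reports from RT-qPCR that CRYAB was greatly increased. Here it was also higher, with a log2 fold change of 1.70 and an unadjusted p of 0.00533, and its adjusted p was 0.56.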

Other observations

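Tests of counts drawn with no changed gene and of GC content in the 22q11.2 genes and the principal components were chosen after the results were seen. The miRNA tests were set before.

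The number of genes past the paper's thresholds is close to what noise alone gives. Counts were drawn 20 times with the means, library sizes and dispersions of these libraries and no changed gene. With DESeq2, a median of 50 genes (40 to 71) passed a fold change over 2 and an unadjusted p under 0.05, against 62 observed, and 2 of the 20 draws gave as many. With edgeR a median of 228 genes (187 to 249) passed, against 247, and 1 of 20 draws gave as many. A further draw over the 22362 genes tested, with dispersions estimated on them, gave 75 and 271 genes. Noise between libraries with no changed gene may therefore account for a number of genes this large. The smallest p of a higher gene past the thresholds over the 20 draws was 0.000127 in DESeq2's Wald test. HSPA6 had a smaller p in that test, 1.265e-05, so noise of this kind did not reach it. Each gene was drawn independently of the others, so the draws cannot exclude variation that genes of a library share. Smaller changes were more numerous than in the draws: 283 genes for functional enrichment in DESeq2 against 136 to 187, and 812 in edgeR against 580 to 644. None of the 62 genes called by DESeq2 was given an adjusted p, and 59 of them had a mean count under 20. Of the 10 splits of the 6 libraries into groups of 3, the real one included, 3 gave as many DEGs and 3 as many genes for functional enrichment. For the monocarboxylate transporter and dynein heavy chain lists no other split gave as large a fold (1 of 10 each), and for the motile cilia list 2 of 10 gave as small a p. With 10 splits the share cannot fall below 0.1.

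Of the transcripts that the paper measured by RT-qPCR under overexpression, HSPA6, CRYAB, LEF1 and CTNNB1 were also counted here. No count of the overexpressed transcript itself was used. CTNNB1 had a log2 fold change of 0.05 (standard error 0.0586, adjusted p = 0.921 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and LEF1 had 39.8 ± 2.16 CPM (SD, n = 3) with the overexpression and 37.4 ± 2.51 (SD, n = 3) in the control. AXIN2, a Wnt target, had a log2 fold change of 0.15 (adjusted p = 0.862). The list of 28 Wnt/β-catenin targets had a median of −0.05, 11 of them higher, with a camera p of 0.193, and none had an unadjusted p under 0.05. The proliferation, interferon response, unfolded protein response and 22q11.2 region lists had medians of −0.01, 0.0030, −0.02 and −0.01 and camera p-values of 0.926, 0.797, 0.488 and 0.754, so no shift was found in them either. Single members with an unadjusted p under 0.05 were CCNE2 (higher) and TPX2 (lower) for proliferation, DDX58 (higher) for the interferon response and PPP1R15A (higher) for the unfolded protein response; none passed the adjustment over all genes tested. Adjusted over the list alone, the 9 genes of the paper's text gave 2.07e-05 for HSPA6, 0.00972 for CRKL, 0.012 for CRYAB and 0.012 for DGCR8. The authors took HSPA6 up from these samples, so for it this is not independent evidence. The paper takes CRYAB up from an earlier report and shared miRNA target sequences, and also labels it in Fig. 3B. The unadjusted p of CRYAB was 0.204 without overexpression library 2, and that of DGCR8 was over 0.05 without overexpression library 2 and without control library 3, at most 0.0841.

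DGCR8 and CRKL, genes of the 22q11.2 region, were lower with the overexpression, with log2 fold changes of −0.34 and −0.22 and adjusted p-values of 0.525 and 0.46 over all genes tested from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The groups overlapped for both (exact permutation test, two-sided, p = 0.3 and 0.2). DGCR8 had 26.4, 22.5 and 33.3 CPM in overexpression libraries 1, 2 and 3, and 31.8, 31.4 and 40.7 in control libraries 1, 2 and 3. For both genes each overexpression library lay below the control library of the same number. The control numbers only tell the libraries apart, so the overlap holds for unpaired libraries and a paired difference is left open. With one library left out, DGCR8 went from −0.50 to −0.20, with −0.21 without overexpression library 2 and −0.20 without control library 3, where its unadjusted p was over 0.05. CRKL went from −0.28 to −0.16, with an unadjusted p of at most 0.036. The 22q11.2 list had 5 of 34 genes with an unadjusted p under 0.05, and they went both ways. UFD1L was also lower, with a log2 fold change of −0.17, while TXNRD2 was higher, with 0.28. P2RX6 was higher too, with 11, 7 and 5 counts in overexpression libraries 1, 2 and 3 and 4, 0 and 4 in the control libraries. None of the 5 passed the adjustment. With the GC trend removed the log2 fold changes of DGCR8 and CRKL were −0.32 and −0.20, and the larger unadjusted p was 0.00933, which argues against GC content. A regulation in cis is not tested, since the transcript was expressed from a plasmid.

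The paper states that lnc-TSSK2-8 regulates HSPA6 and CRYAB by taking up miR-6721-5p and miR-491-5p. From luciferase assays it reports that miR-6721-5p interacted with lnc-TSSK2-8 and HSPA6, and miR-491-5p with lnc-TSSK2-8 and CRYAB. Overexpression of miR-6721-5p lowered lnc-TSSK2-8, and that of miR-491-5p lowered CRYAB. A release of the targets of both miRNAs, as a hypothesis, would raise genes whose 3′ UTR holds a seed match. No level of either miRNA was used here, so whether such a release was to be expected is not known. The 3757 genes with CCTGCCC, the match of miR-6721-5p, had a median log2 fold change that differed by −0.0278 from that of the 9962 genes without it, and 37 of 41 rearranged heptamers gave a difference at least as high (permutation of the seed's bases, two-sided, p = 0.238). For TCCCCAC, the match of miR-491-5p, the difference was −0.0243 over 2765 and 10954 genes, and 35 of 41 rearrangements gave one at least as high (the same permutation, p = 0.333). Neither set of targets was raised, in any of the alternatives. The 3′ UTR of HSPA6 holds 1 CCTGCCC and that of CRYAB 1 TCCCCAC. The lnc-TSSK2-8 sequence read from Figure 1A holds 1 CCTGCCC, 0 TCCCCAC and 1 TCCCCA in 1020 bases before its A tail. The paper gives a length of 1128 with the tail, so a match in bases that were not read, or were misread, is not excluded. An effect on single targets, or on cells with more of the transcript than the average, stays open.

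On the first component over 9910 genes with a GC value and a mean log2 CPM over 3, overexpression libraries 1 and 2 lay at −7.67 and −9.96 and overexpression library 3 at 6.18, among the controls of −0.0545 to 9.35. The loadings followed GC content across genes (absolute Spearman correlation 0.372; genes are not independent replicates). With the GC trend removed, library 3 still lay among the controls, at 4.746 within 0.2185 to 9.129, so GC content does not explain its position on this component by itself. In the plane of the first and second components the groups still lay apart. It may have had a weaker overexpression or differ in another way; without a count of the transcript itself, neither was tested. All libraries were kept in every result above unless a library is named as left out.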
